# Desiccation Induced Conjunctival Monocyte Recruitment and Activation - Implications for Keratoconjunctivitis

**DOI:** 10.3389/fimmu.2021.701415

**Published:** 2021-07-08

**Authors:** Jehan Alam, Cintia S. de Paiva, Stephen C. Pflugfelder

**Keywords:** monocyte, macrophage, conjunctiva, dry eye, keratoconjunctivitis sicca, Sjogren syndrome

## Abstract

**Background:**

Lacrimal gland secretory dysfunction in Sjögren syndrome (SS) causes ocular surface desiccation that is associated with increased cytokine expression and number of antigen-presenting cells (APCs) in the conjunctiva. This study evaluated the hypothesis that desiccating stress (DS) alters the percentage and gene expression of myeloid cell populations in the conjunctiva.

**Methods:**

DS was induced by pharmacologic suppression of tear secretion and exposure to drafty low humidity environment. Bone marrow chimeras and adoptive transfer of CD45.1^+^ bone marrow cells to CD45.2^+^ C-C chemokine receptor 2 knockout (CCR2^-/-^) mice were used to track DS-induced myeloid cell recruitment to the conjunctiva. Flow cytometry evaluated myeloid cell populations in conjunctivae obtained from non-stressed eyes and those exposed to DS for 5 days. CD11b^+^ myeloid lineage cells were gated on monocyte (Ly6C), macrophage (CD64, MHCII) and DC (CD11c, MHCII) lineage markers. NanoString immune arrays were performed on sorted MHCII^+^ and MHCII^-^ monocyte/macrophage cell populations.

**Results:**

DS significantly increased the recruitment of adoptively transferred MHCII positive and negative myeloid cells to the conjunctiva in a CCR2 dependent fashion. The percentage of resident conjunctival monocytes (Ly6C^+^CD64^-^) significantly decreased while CD64^+^MHCII^+^ macrophages increased over 5 days of DS (P<0.05 for both). Comparison of gene expression between the MHCII^-^ monocyte and MHCII^+^ populations in non-stressed conjunctiva revealed a ≥ 2 log^2^ fold increase in 95 genes and decrease in 46 genes. Upregulated genes are associated with antigen presentation, cytokine/chemokine, M1 macrophage and NLRP3 inflammasome pathways. DS increased innate inflammatory genes in monocytes and MHCII^+^ cells and increased M1 macrophage (Trem1, Ido1, Il12b, Stat5b) and decreased homeostasis (Mertk) and M2 macrophage (Arg1) genes in MHCII^+^ cells.

**Conclusions:**

There are myeloid cell populations in the conjunctiva with distinct phenotype and gene expression patterns. DS recruits myeloid cells from the blood and significantly changes their phenotype in the conjunctiva. DS also alters expression of an array of innate inflammatory genes. Immature monocytes in the unstressed conjunctiva appear to cascade to MHCII^+^ macrophages during DS, suggesting that DS promotes maturation of monocytes to antigen presenting cells with increased expression of inflammatory genes that may contribute to the pathogenesis of SS keratoconjunctivitis sicca.

## Introduction

Reduced tear secretion and loss of the ability to reflex tear in Sjögren syndrome (SS) results in significant reduction in tear volume, increased tear osmolarity and development of ocular surface disease termed keratoconjunctivitis sicca (KCS) (1–3). These changes activate stress signaling pathways in the ocular surface epithelial and immune cells that results in production of innate inflammatory mediators, including the monocyte chemokine, CCL2 (4). Recruitment of myeloid cells from the blood into the wounded intestinal mucosa and cornea of mice has been found to be CCR2 dependent (5–7). An increased percentage of CD11b^+^ myeloid cells in the conjunctiva and cornea has been reported in the desiccating stress-induced murine dry eye model that develops SS like ocular surface disease, but it has not been established if these cells are recruited from the blood in a CCR2 dependent manner (8, 9). An increase in antigen-presenting cells (APCs) and T cells in the conjunctiva of patients with SS KCS has been reported (10, 11). MHCII^+^ CD11b^+^ and CD11c^+^ cells were noted to increase in the ocular surface draining lymph nodes of mice exposed to experimental desiccating stress (DS) (12). These cells were found to prime autoreactive CD4+ T cells that cause KCS when adoptively transferred to naïve immunodeficient recipients (13–15). Myeloid cells produce the cytokine IL-12 that stimulates natural killer (NK) and CD4+ T cells to produce IFN-*γ*, a cytokine that causes conjunctival goblet cell loss in KCS (16–18). Increased IFN-*γ* expression and percentage of HLA-DR^+^ cells in the conjunctiva have been found to correlate with goblet cell loss and severity of KCS in patients with SS (11, 19). The myeloid cells in the conjunctiva have not been well characterized, but may consist of monocytes and macrophages that become activated by DS and produce mediators that participate in the pathogenesis of KCS. The purpose of this study is to characterize changes in phenotype and gene expression in conjunctival myeloid cell populations in response to DS.

## Methods

Animals and DS model. The animal protocol for this study was designed according to the ARVO Statement for the use of Animals in Ophthalmic and Vision Research and was approved by the Institutional Animal Care and Use Committee at Baylor College of Medicine.

### Mice

Female C57BL/6J (B6) (n=60), CCR2^-/-^ (n=30) and B6.SJL-Ptprc Pepc/BoyJ CD45.1^+^ (n=12) mouse strains aged 6–8 weeks were purchased from Jackson Laboratories (Bar Harbor, ME), and allowed to rest in a humidified environment for one week before the experiment. Pepc/BoyJ CD45.1^+^ (6–8-week-old) mice were used as adoptive transfer donors.

### Desiccating Stress

DS was induced by inhibiting tear secretion with scopolamine hydrobromide (Greenpark, Houston) in drinking water (0.5mg/mL) and housing in a cage with a perforated plastic screen on one side to allow airflow from a fan placed 6 inches in front of it for 16 h/day for 5 consecutive days. Room humidity was maintained at 20–30%. Control mice were maintained in a non-stressed (NS) environment at 50–75% relative humidity without exposure to an air draft.

### Adoptive Transfer and Creation of Bone Marrow Chimeras

Bone marrow cells were harvested from the femur and tibial bones of the Pepc/BoyJ strain and approximately 2 million cells in 0.1mL were injected into the right orbit of CD45.2^+^CCR2^-^/^-^ mice 3 times at 2-day intervals. Prior to the 2^nd^ injection, they were either maintained at ambient humidity or subjected to DS for 5 days. On day 5, mice were euthanized, the bulbar conjunctiva was excised, cell suspensions were prepared, incubated with anti-CD45.1^+^ (A20, Catalog no. 110717, Biolegend, San Diego, CA) and analyzed by flow cytometry. CD45.2^+^ CCR2 positive and negative bone marrow chimeras were created in the Pepc/BoyJ strain as previously reported (20). Ten days after bone marrow reconstitution, mice were subjected to DS and myeloid cells in the conjunctiva were analyzed by flow cytometry.

### Flow Cytometry

Conjunctivae were excised, chopped with scissors into tiny pieces and incubated with 0.1% type IV Collagenase for 1 hour to yield single cell suspensions. Samples were incubated with anti-CD16/32 (2.4G2, Catalog no. 553141, BD Pharmingen™, San Diego, CA), for 5 minutes at room temperature and subsequently stained with anti-CD45 (clone 30-F11, Catalog no. 103138, BioLegend), anti-CD11b (clone M1/70, Catalog no. 25-0112-82, ThermoFisher Scientific, Waltham, MA), anti-APC (clone-AL21, Catalog no. 560595 BD Pharmingen™), anti-CD64 (Clone X54-5/7.1.1, Catalog no. 558455, BD Pharmingen™), anti-MHC II (Clone M5/114.15.2, Catalog no. 562363, BD Pharmingen™), anti-CD11c (Clone HL3, Catalog no. 553801, BD Pharmingen™), anti-NK1.1 (Clone PK136, Catalog no. 562921, BD Pharmingen™), anti-CD45R/B220 (Clone RA3-6B2, Catalog no. 562922, BD Pharmingen™), anti-CD3e (Clone 145-2c11, Catalog no. 562600, BD Pharmingen™), anti-Ly6G (Clone 1A8, Catalog no. 562737, BD Pharmingen™), or anti-MerTK (Clone 108928, Catalog no. 747837, BD Pharmingen™). Cells were stained with an infra-red fluorescent viability dye (Life Technologies, Grand Island, NY). The gating strategy was as follows: lymphocytes were identified by forward -scatter area (FSC-A) and side scatter area (SSC-A) gates, followed by two singlets gates (FSC-A *vs.* FSC-W and SSC-A *vs.* SSC-W) followed by live/dead identification using the infra-red fluorescent viability dye. Alive CD45^+^ cells were plotted for CD11b^+^ *vs* dump channel (anti-NK1.1/Ly6G/CD3e/CD45R/B220) to remove NK cell, granulocyte, T cell and B cells lineages, respectively, and the CD11b^+^ cells were further gated accordingly. Negative controls consisted of fluorescence minus one splenocytes. Cells were evaluated with either BD LSR II or BD Canto II Benchtop cytometers with BD Diva software version 6.7 (BD Biosciences, San Diego, CA). Final data was analyzed using FlowJo software version 10 (Tree Star Inc., Ashland, OR).

### Cell Sorting and RNA Extraction

Conjunctival epithelium was excised from B6 mice housed under normal non-stressed environmental conditions (NS) or exposed to DS for 5 days (DS5) and different subgroups of CD11b^+^ cells I) CD11b^+^MHCII^+^ II) CD11b^+^MHCII^-^CD64^+^Ly6c^high^ III) CD11b^+^MHCII^-^CD64^+^Ly6c^inter^ IV) CD11b^+^MHCII^-^CD64^+^Ly6c^low/negative^ were sorted using the Aria-II cell sorter at the Baylor College of Medicine cytometry and cell sorting core. Total RNA was extracted using a QIAGEN RNeasy Plus Micro RNA isolation kit (Qiagen) according to manufacturer’s instruction. The concentration and purity of RNA was assessed using a NanoDrop 1000 (ThermoFisher Scientific, Waltham, MA).

### NanoString nCounter Gene Expression Analysis

This was performed by the Genomic and RNA Profiling Core at Baylor College of Medicine. RNA quality was checked using the NanoDrop spectrophotometer and Agilent Bioanalyzer. Using the NanoString nCounter Gene Expression system, total RNA was hybridized with the NanoString Technologies nCounter Gene Expression Mouse Myeloid Innate Immunity V2 Panel codeset (NS_MM_Myeloid_V2.0) containing 770 unique pairs of 35-50bp reporter probes and biotin-labeled capture probes, including internal reference controls (NanoString, Seattle, WA). Overnight hybridization occurred for 20 hours at 65°C. Removal of excess probes with magnetic bead purification was performed on the nCounter Prep Station (software v4.0.11.2) on the High Sensitivity assay. Briefly, the probe-mRNA structure was affinity purified by its 3’ end to remove excess reporter probes, then by its 5’ end to remove excess capture probes. Once unbound probes were washed away, the tripartite structure was bound to the streptavidin-coated cartridge by the biotin capture probe, aligned by an electric current (negative to positive), and immobilized. Photobleaching and fluorophore degradation was prevented with the addition of SlowFade. The cartridge containing immobilized samples was transferred to the nCounter Digital Analyzer (software v3.0.1.4) and scanned at 555 field of view (FOV). An epi-fluorescent microscope and CCD camera identified sets of fluorescent spots, which were tabulated for data output. Quality control metrics were recorded using the nSolver Analysis Software v4.0.6.2. Data from each group was analyzed using nSolver software. Heat maps of the normalized data from all non-stressed cell populations and the monocyte and MHCII+ populations from NS and DS were created with GraphPad Prism V9.0.2 (San Diego, CA).

## Results

### Conjunctival Monocyte Recruitment Is CCR2 Dependent

To test the hypothesis that myeloid cell recruitment to the conjunctiva is CCR2 dependent, we compared the percentages of monocytes and tissue macrophages in the conjunctiva of CCR2^-/-^ and WT C57BL/6 strains maintained in normal environmental conditions (relative humidity 50-60%). The gating strategy used for these experiments is provided in **Supplementary Figure 1A**. We found the percentages of both classical monocytes (Ly6C^hi^MHCII^-^) and CD11b^+^MERTK^+^ macrophages were significantly reduced in the CCR2^-/-^ conjunctiva compared to WT (**Figure 1A**). We then performed adoptive transfer of CD45.1^+^ bone marrow cells to CD45.2^+^CCR2^-/-^ recipients kept under normal non-stressed environmental conditions (NS) or DS for 5 days (**Figure 1B**). Expression of the CCR2 ligand, CCL2 in the conjunctiva was found to significantly increase after 1 day of DS (**Figure 1C**). CCR2^-/-^ was chosen as the adoptive transfer recipient, because this strain has a reduced number of circulating monocytes and adoptively transferred cells from CCR2^+/+^ donors have been found to have a competitive advantage in recruitment to inflamed tissues (7). We found a significant increase in the percentage of both CD45.1^+^ classical monocytes and MHCII^+^CD11b^+^ cells in the DS-exposed conjunctiva compared to the non-stressed group (**Figure 1D**). Finally, we compared DS-induced myeloid recruitment in chimeric mice in which CD45.1^+^ recipients were reconstituted with bone marrow from congenic CCR2^-/-^ or CCR2^+/+^ strains (**Figure 1E**). There was virtually complete loss of the resident CD45.1^+^ cells in the recipient mice, so all of the cells detected in the conjunctiva were donor derived (**Figure 1E**). Following DS for 5 days, recruitment of total myeloid cells and MHCII^+^ cells to the conjunctiva was significantly greater in the CCR2^+/+^ chimeras (**Figures 1F, G**). These findings indicate the proinflammatory stress of desiccation increases CCL2 expression and recruits myeloid cells to the conjunctiva in a CCR2 dependent fashion.

**Figure 1:**
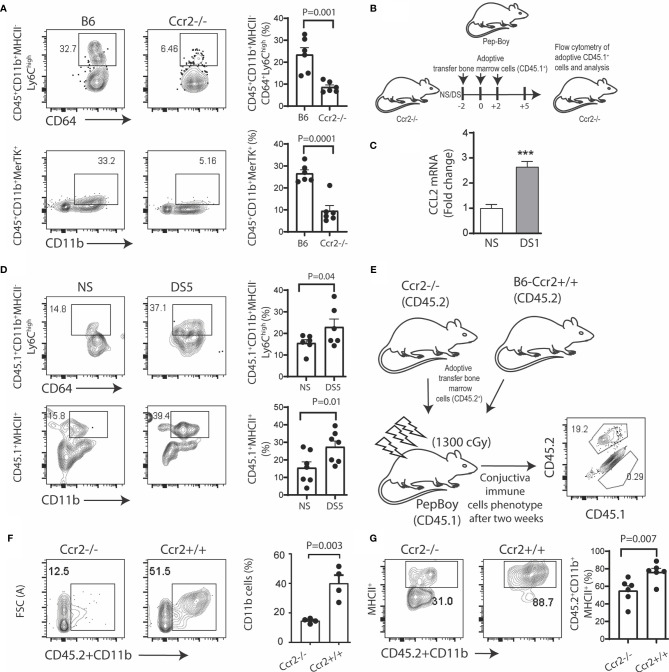
Desiccation stress recruits monocytes into the conjunctiva in a CCR2 dependent manner. The gating strategy used for these experiments is provided in **Supplementary Figure 1A**. **(A)** Single cell suspensions prepared from conjunctivae of C57BL/6 (B6) and Ccr2^-/-^ strains were stained with anti-CD45, CD11b, MHCII, CD64, Ly6c and MerTK. Squares within the representative plots show frequency of CD45^+^CD11b^+^MHCII^-^CD64^+^Ly6C^high^ (classical monocytes) and CD45^+^CD11b^+^MerTK^+^ (tissue resident macrophages) cells (n = 6/group); **(B)** Experimental design, bone marrow cells from Pepc/BoyJ (2x10^6) were adoptively transfer *via* intra-orbital injection at 2 day time intervals and the recipient mice either remained in normal environmental conditions (NS) or were exposed to desiccating stress for 5 days (DS5) (n = 6/group); **(C)** relative fold change in CCL2 mRNA after desiccating stress for 1 day (DS1) (n = 6/group); **(D)** Adoptively transferred cells were tracked by gating on CD45.1^+^, squares within the representative plots showing frequency of classical monocytes (top) and CD45^+^CD11b^+^MHCII^+^ cells (bottom). The bar graphs on the right side indicate the percentages of these cells with each dot representing one animal (n = 6/group); **(E)** Ccr2^-/-^/Ccr2^+/+^ bone marrow chimera. Bone marrow ablation in Pepc/BoyJ mice was accomplished with ^137^Cs irradiation with 1300 cGy, followed by intraorbitally injection of 2x10^6 bone marrow cells from Ccr2^-/-^/CD45.2 (2x10^6) or wild type B6 (Ccr2^+/+^/CD45.2) donors. Flow cytometry scatter plot shows the number of endogenous (CD45.1) or transplanted (CD45.2) immune cells in the conjunctiva two weeks post transfer; **(F)** Donor CD45.2^+^CD11b^+^ myeloid cells were measured in the conjunctiva of Pepc/BoyJ recipient mice after exposure to desiccating stress for 5 days (n = 6/group). **(G)** Donor CD45.2^+^CD11b^+^MHCII^+^ cells were measured in the conjunctiva of Pepc/BoyJ recipient mice after exposure to desiccating stress for 5 days (n = 6/group). The error bars indicate the standard error of mean (SEM), Student T-test was used for statistical comparison. ***p < 0.0001.

### DS Triggers a Monocyte to Macrophage Cascade in the Conjunctiva

The fate of the myeloid phagocytic cells in the conjunctiva that participate in DS-induced inflammation has not been investigated. We hypothesized that DS alters conjunctival myeloid cell differentiation and gene expression. To test this, we compared monocyte and macrophage populations in mice maintained under normal humidity with those exposed to DS for 3 and 5 days.

Flow cytometry was used to evaluate changes in CD11b^+^ myeloid cells, MHCII^+^ cells, macrophages (MHCII^+^CD64^+^), monocytes (Ly6C^+^CD64^lo^), and CD11c^+^ cell populations (after excluding T cell, B cell, NK cell and granulocyte lineages) in the conjunctiva in non-stressed conditions (NS) and after DS for 3 and 5 days (DS3 and (DS5). The gating strategy shown in **Supplementary Figure 1A** was used for this experiment. We evaluated the relative percentages of immune cell subsets in the conjunctiva of C57BL/6 mice maintained in a normal environment. CD11b^+^ cells were found to be the predominant cell population. Among these, the majority were myeloid cells, but CD11b was detected on several other cell lineages, including certain T cells, B cells, NK cells and granulocytes (**Supplementary Figure 1B**). These non myeloid lineages were excluded in the dump channel in our gating strategy (**Supplementary Figure 1A**).

Significant changes in certain myeloid populations were observed in the groups exposed to DS. By DS5, there was a 40% increase in the percentage of CD11b^+^ myeloid cells, a 10% increase in MHCII^+^ cells and an 8% increase in MHCII^+^CD64^+^ macrophages. In contrast, there were significant decreases in Ly6C^+^CD64^-^ monocytes, CD11c^+^CD64^lo^ and CD11c^+^MHCII^+^cells, respectively (**Figures 2A, B** and **Supplementary Figures 2A, B**). The ratio of myeloid CD11b^+^ relative to the lineages in the dump channel also increased (**Supplementary Figure 2C**). There was a progressive decrease in mean fluorescent intensity of Ly6C^hi^MHC^lo^ (immature monocytes) and progressive increase in Ly6C^lo^MHCII^hi^ (putative antigen presenting cells) from NS to DS5 (**Figure 2C**). The majority of Ly6C^hi^MHC^lo^ cells were CD64^+^ with 2 peaks noted in NS and an increased percentage with one peak in the DS group (**Figure 2D**).

**Figure 2:**
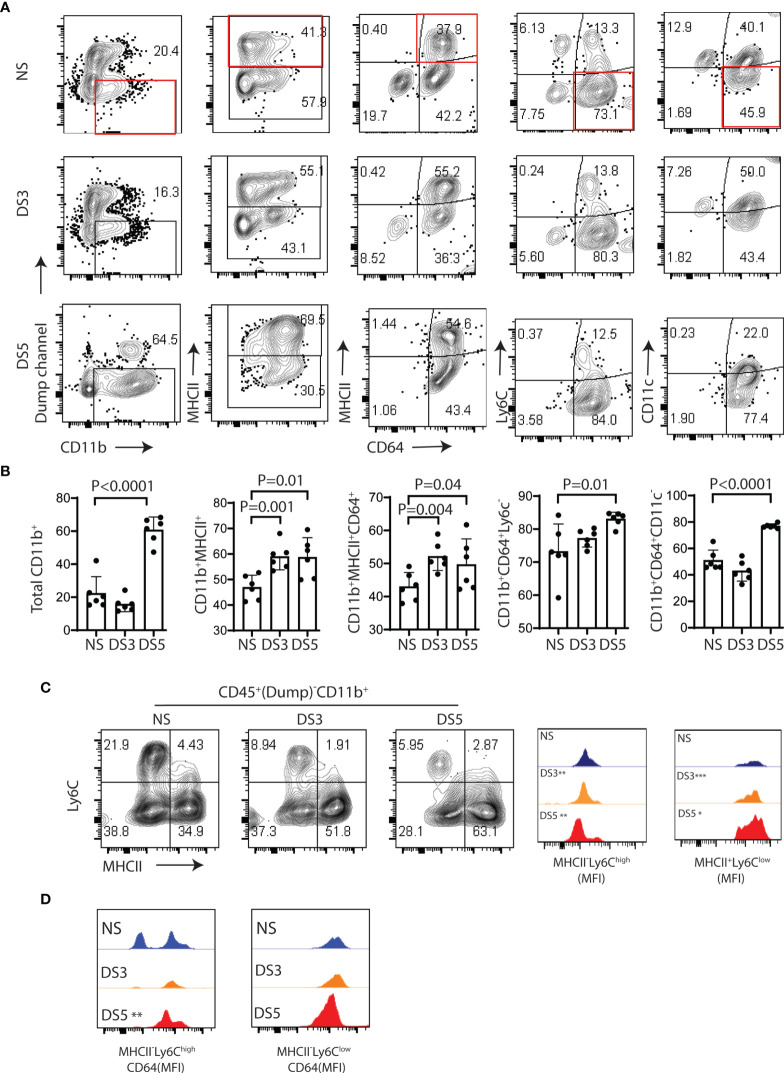
Immune cells phenotype in the conjunctiva of B6 mice following desiccation stress. The gating strategy used for these experiments is provided in **Supplementary Figure 1A**. **(A)** Single cell suspensions prepared from conjunctivae of C57BL/6 (B6) mice housed in normal humidity (NS) or exposed to desiccating stress for 3 (DS3) or 5 (DS5) days were stained with anti-CD45, CD11b, MHCII, CD64, Ly6c and CD11c. A dump channel (anti-NK1.1/Ly6G/CD3e/CD45R/B220) was included to remove NK cell, granulocyte, T cell and B cells lineages. The four quadrants of the representative plots show percentages of the selected population. **(B)** Flow cytometry data from each group are visually presented in the bar graphs (n=6, dots are individual samples). The non-stressed (NS) group was statistically compared with the DS3 or DS5 groups using the Student T-test; **(C)** Representative flow plots of Ly6C and MHCII in the NS, DS3 and DS5 groups (left) with histograms of mean fluorescence intensities (MFI) (right); **(D)** MFI of CD64^+^ cells among MHCII^-^Ly6c^high^ and MHCII^+^Ly6c^low^ population. *p < 0.01, **p < 0.001, ***p < 0.0001.

These findings indicate that DS promotes a monocyte to macrophage cascade and increases the percentage of MHCII^+^ myeloid cells that may be capable of antigen presentation in the conjunctiva.

### DS Alters Gene Expression in Myeloid Cell Populations in the Conjunctiva

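The expression data came from 8 pooled samples, with 1 sample per condition. CD11b+ cells were sorted from the conjunctiva of mice kept in a non-stressed (NS) environment and of mice exposed to desiccating stress for 5 days (DS5), in which scopolamine in the drinking water inhibited tear secretion and a fan blew air through the cage. Each group gave MHCII+ cells and 3 MHCII-CD64+ populations with high, intermediate and low expression of Ly6C, called here monocytes, Ly6C-inter cells and Ly6C-low cells. The sample labels give the mice an age of 10 weeks, while the paper gives their age at purchase and a rest before the experiment. In the nCounter assay each transcript is bound by a pair of probes, and the fluorescent barcode on the reporter probe is counted by imaging, without amplification or sequencing. The authors deposited raw counts for 768 probes, which were 754 genes, 8 negative control probes with no target and 6 positive control probes for spiked-in RNA. The smallest value was 1. The paper analyzed the data with nSolver software and drew its heat maps from normalized data, and its text does not name the normalization. The deposited counts do not include that step. Here the counts of each sample were scaled to the same total over the 754 genes, values under 1 after scaling were set to 1, and 2 samples were compared by the log2 ratio of their values at the paper's thresholds, a log2 ratio of at least 2 between cell populations and of at least 1.5 between NS and DS5. Scaling to reference genes was not used as the main setting because only Ppia and Rpl19, of 20 reference genes measured, were above the negative control limit in every sample. That limit was the mean + 2 SD of the 8 negative control probes of a sample. Each comparison was between 2 samples with no replicate of either, so no p-values are given. The 95% intervals beside log2 ratios are exact intervals (Clopper-Pearson) of the ratio of 2 counts after scaling, without the second floor, and cover counting error only.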

Gene expression in the conjunctiva was profiled using the NanoString nCounter mouse myeloid innate immunity V2 panel in 4 populations of cells sorted by the strategy shown in **Figure 3**. These include one MHCII^hi^, and three MHCII^lo^ populations consisting of Ly6C^hi^, Ly6C^inter^, and Ly6C^lo^ cells taken from non-stressed (NS) and DS5 groups. 

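The total count over the 754 genes was 39677 in NS MHCII+ cells, 2728 in NS monocytes, 5948 in NS Ly6C-inter cells and 5799 in NS Ly6C-low cells. In the DS5 group it was 30335 in MHCII+ cells, 3929 in monocytes, 14201 in Ly6C-inter cells and 4056 in Ly6C-low cells. The positive control probes, which are added in equal amounts, varied less, with geometric means between 858.5 and 1176 counts. The negative control limit was 11.2 counts in NS MHCII+ cells and 15.3 in DS5 MHCII+ cells, and 291 and 213 of the genes were above it. In NS monocytes the limit was 15.1 counts and 24 genes were above it, and in DS5 monocytes the limit was 14.0 counts and 52 genes were above it. The numbers of genes above the limit were 110 in NS and 98 in DS5 Ly6C-inter cells, and 96 in NS and 64 in DS5 Ly6C-low cells. The median count per gene was 6 in NS MHCII+ cells and 2 in NS monocytes, where 285 genes had a count of 1. At this depth most ratios that involve monocytes rest on a few counts.

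**Figure D1:**
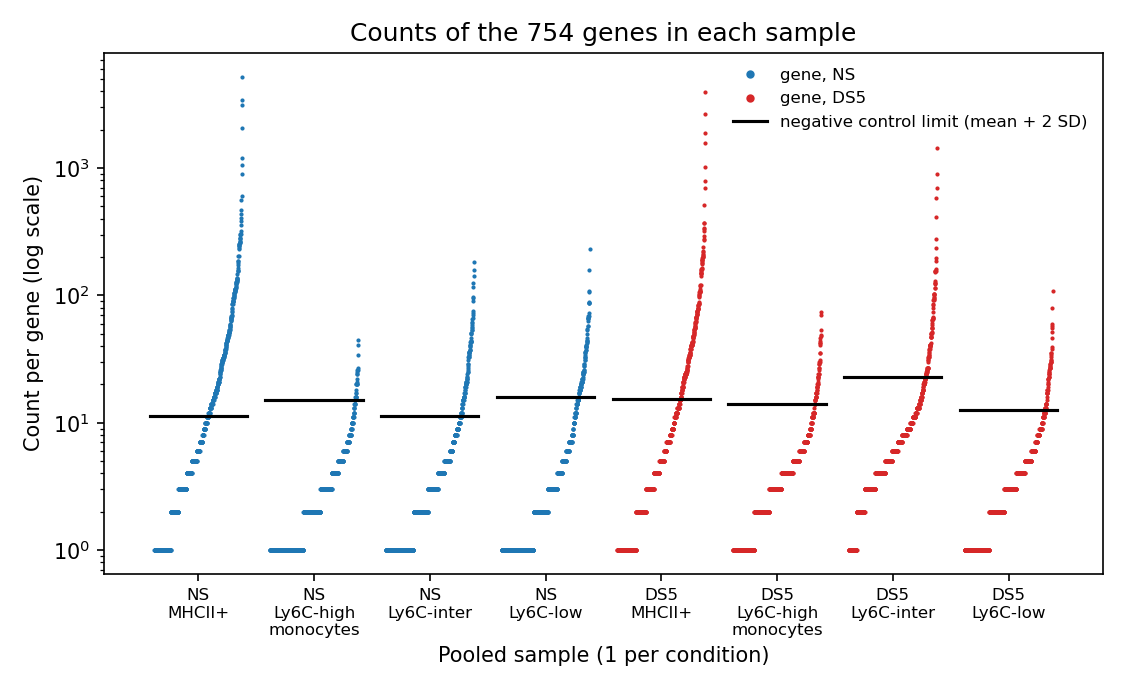
Count of each of the 754 genes (log scale) in each pooled sample, in rising order within a sample, with NS in blue and DS5 in red. The black line is the negative control limit (mean + 2 SD of the negative control probes), which 291 genes passed in NS MHCII+ cells and 24 in NS monocytes.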

Cells sorted from both conjunctivae of 20 mice were required to obtain sufficient RNA to perform one expression panel. Data from these pooled samples are shown in **Figure 4**. Comparison of gene expression between the MHCII^-^ monocyte and MHCII^+^ populations in non-stressed conjunctiva revealed a ≥ 2 log^2^ fold increase in 95 genes (**Figure 4A**) and decrease in 46 genes. 

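After scaling to equal totals, 14 of the 754 genes were higher in NS MHCII+ cells than in NS monocytes by a log2 ratio of at least 2, and 393 were lower by at least as much. The 14 higher genes were all above the negative control limit in MHCII+ cells and the interval of each excluded 0. Of the 393 lower genes, 2 were above the limit in monocytes, and the interval of 200 excluded 0. The mean count per gene in NS monocytes was 3.62, below the mean of 6.5 of the negative control probes of that sample. Much of its total can thus be background, which equal totals scale up and the intervals do not separate from signal. Of the 8 negative control probes, 7 passed the threshold under the same scaling and 3 passed it without scaling. The MHCII+ sample held 14.5 times the total count of the monocyte sample, and the split between higher and lower genes changed with the scaling. Without scaling, 354 genes were higher and 16 were lower. With the counts scaled to the geometric mean of the reference genes, 84 were higher and 142 were lower. Scaling to the positive control probes, an alternative chosen after seeing the data, moved the number of higher genes most, with 369 higher and 10 lower. The median log2 ratio of all genes was -2.28 after scaling to equal totals, -0.73 with reference genes, 1.58 without scaling and 1.78 with positive controls.

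**Figure D2:**
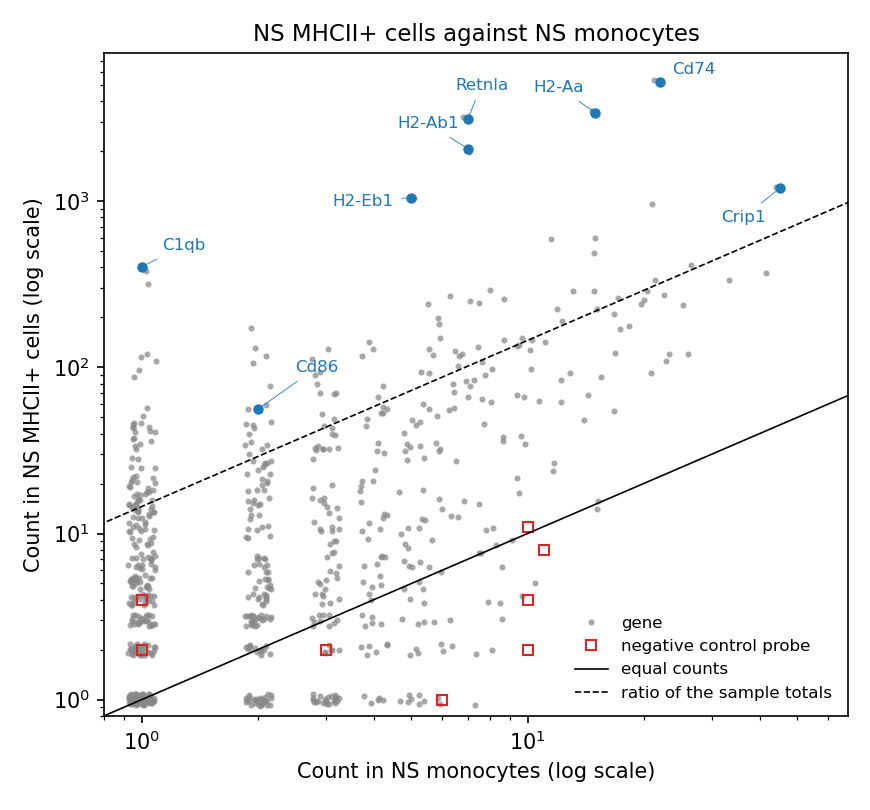
Count of each gene (gray points, shifted slightly at random so that equal counts can be seen) in NS MHCII+ cells against NS monocytes, both on log scales, with the negative control probes as red squares and 8 genes named in blue. The solid line marks equal counts and the dashed line the ratio of the sample totals, 14.5, with Cd74 at 5212 counts in MHCII+ cells and 22 in monocytes.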

Upregulated genes were associated with antigen presentation (MHCII, CD74, CD86), cytokine/chemokine signaling, myeloid cell differentiation and innate inflammation. 

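Cd74 had the log2 ratio 4.03 (95% interval 3.43 to 4.70). H2-Aa had 3419 counts in NS MHCII+ cells and 15 in NS monocytes, a log2 ratio of 3.97 (3.25 to 4.81). H2-Ab1 had 2075 and 7 counts, a log2 ratio of 4.35 (3.30 to 5.67). H2-Eb1 had 1054 and 5 counts, a log2 ratio of 3.86 (2.63 to 5.48). H2-DMa had 186 and 2 counts, with a log2 ratio of 2.68 (0.80 to 5.73), and H2-DMb1 had 104 counts and 1 count, with a log2 ratio of 2.84 (0.33 to 8.16). These 6 genes passed the threshold under every scaling. The cells were sorted by MHCII, so higher H2-Aa, H2-Ab1 and H2-Eb1 in MHCII+ cells are what the sort selects for. Cd86 had 56 and 2 counts. Its log2 ratio of 0.94 was below the threshold and its interval, -0.98 to 4.03, included 0. The log2 ratio of Cd86 was 2.49 with reference genes and 4.81 without scaling. Across 16 measured genes of an antigen presentation list of 18, the median log2 ratio was 0.83, with 12 genes higher in MHCII+ cells, and without scaling it was 4.70 with all 16 higher. The list was partly taken from Figure 4A, so it was not compared with random lists. The highest log2 ratio of all genes was that of Retnla, at 4.95 (3.90 to 6.26), from 3144 and 7 counts. The 7 counts in monocytes were below the negative control limit. With all values raised to that limit before scaling, Retnla was at 3.84, below Cd74 (4.03) and H2-Aa (3.96).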

Expression was also compared between NS and DS monocyte and MHCII^+^ populations (**Figures 4B, C**). 

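In monocytes, 48 genes were higher and 108 were lower in DS5 than in NS at the threshold of 1.5. In the sample with the higher count, 4 of the 48 and none of the 108 were above the negative control limit. The interval of the log2 ratio excluded 0 for 4 of the higher and 10 of the lower genes. Without scaling 160 genes were higher and 51 were lower, with reference genes 94 were higher and 63 were lower, and with positive controls 98 were higher and 53 were lower. The median of all genes was -0.16, 0.37, 0.10 and 0.28 under these 4 scalings. The genes whose lower interval limit was farthest above 0 were Chil4, with 41 counts in DS5 and 7 in NS (log2 ratio 2.02, 0.85 to 3.43), and Chil3, with 70 and 16 counts (1.60, 0.80 to 2.49). Cstb (24 and 6 counts) and Tnfaip6 (21 and 5 counts) also had intervals above 0. In MHCII+ cells, 9 genes were higher and 11 were lower in DS5. Of these, 1 higher and 7 lower genes were above the negative control limit, and the interval excluded 0 for 5 in each direction. In these cells the numbers of higher and lower genes were 39 and 81 without scaling, 20 and 13 with reference genes, 39 and 80 with positive controls and 6 and 12 with Ppia and Rpl19. Scaling to the last pair of genes was chosen after seeing the data. With equal totals and no second floor, also chosen after seeing the data, 45 genes were higher and 38 were lower in DS5 MHCII+ cells. The median of all genes was 0.00 after scaling to equal totals and -0.24 without scaling or with positive controls. Scaling to Ppia and Rpl19 gave a median of -0.34 in monocytes. Mmp12 was higher, with 44 and 17 counts (log2 ratio 1.76, 0.92 to 2.66), and Ccl8 was lower, with 43 and 106 counts (-0.91, -1.46 to -0.39).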

DS increased innate inflammatory genes in both monocytes and MHCII^+^ cells and increased M1 macrophage (Trem1, Ido1, Il12b, Stat5b) and decreased homeostatic (Mertk) and M2 macrophage (Arg1, CCL24, **Supplementary Figure 2D**) genes in the MHCII^+^ cells. These findings suggest there are myeloid cell populations in the conjunctiva with distinct phenotype and gene expression patterns. 

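Among the M1 macrophage genes in MHCII+ cells, Trem1 had 8 counts in DS5 and 2 in NS, with a log2 ratio of 1.81, and of 2.39 (0.06 to 5.66) without setting values under 1 to 1. Ido1 had 8 and 3 counts, with a log2 ratio of 1.80 and an interval that included 0 (-0.26 to 4.35). Il12b had 5 and 3 counts (1.12, -1.24 to 3.81), and Stat5b had 12 and 6 counts (1.39, -0.14 to 3.09). All of these counts were below the negative control limit of their sample. The DS5 count was the higher of the pair for each gene. The median of the 4 genes, 1.59, was at percentile 99.9 of 10000 random lists matched on mean value. Arg1 fell from 23 counts in NS to 1 in DS5. Its log2 ratio was -2.95, and -4.14 without that step (-9.50 to -1.51). Mertk fell from 15 counts to 1, with log2 ratios of -2.33 and -3.52 (-8.92 to -0.82). Ccl24 had 23 counts in DS5 and 70 in NS, a log2 ratio of -1.22 (-1.97 to -0.52) that was short of the threshold. It was -1.61 without scaling. The median of Arg1, Mertk and Ccl24, -2.33, was at percentile 0.0 of the matched lists. Both lists were named in the paper from these same samples, so their percentiles are not independent evidence.

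**Figure D3:**
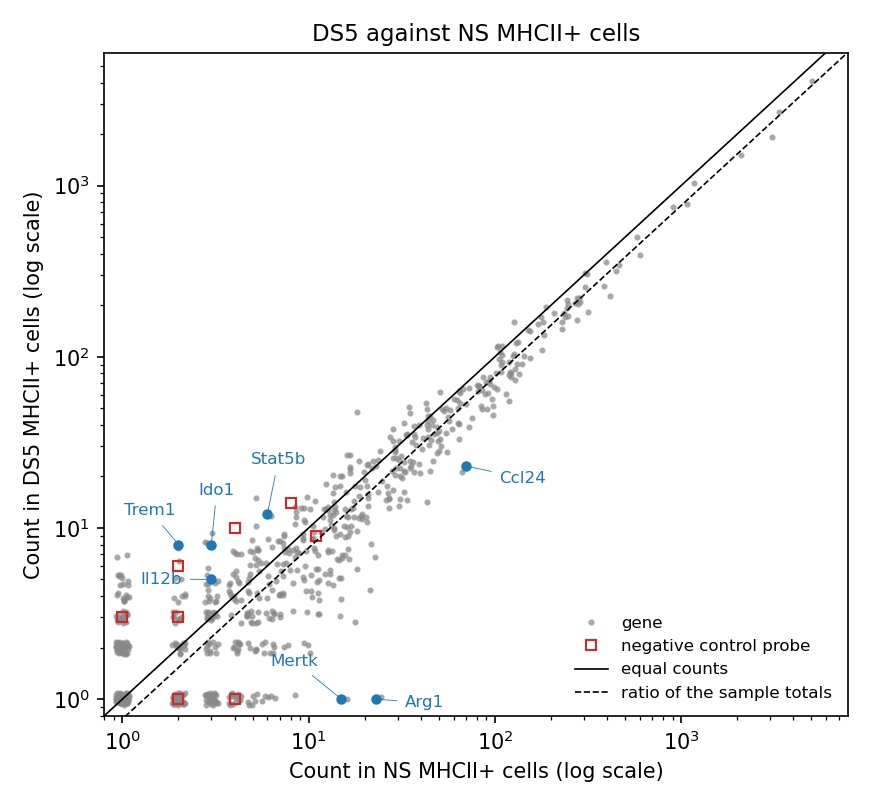
Count of each gene (gray points, shifted slightly at random) in DS5 against NS MHCII+ cells, both on log scales, with negative control probes as red squares, the M1, homeostatic and M2 genes in blue, a solid line at equal counts and a dashed line at the ratio of the sample totals, 0.765. Trem1, Ido1, Il12b and Stat5b lie among the negative control probes, and Arg1 and Mertk lie at 1 count in DS5.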

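Across the 754 genes, the log2 counts of NS MHCII+ cells correlated with those of DS5 MHCII+ cells at Pearson's r = 0.92, and with those of NS monocytes, Ly6C-inter cells and Ly6C-low cells at r = 0.52, 0.76 and 0.75. NS and DS5 monocytes correlated at r = 0.61. The highest correlation among the MHCII- samples was that of NS Ly6C-inter with NS Ly6C-low cells, at r = 0.79. These correlations are across genes, which are not independent replicates, and they are lowered by the counting error of the samples with low totals. Among transcripts of the sort markers, H2-Aa had 2635 counts in DS5 MHCII+ cells and between 12 and 22 in the 6 MHCII- samples. Ly6c1 had 8, 8 and 7 counts in NS monocytes, Ly6C-inter and Ly6C-low cells, below their negative control limits of 15.1, 11.2 and 15.9. It thus cannot show whether the NS gates differed in this transcript. In the same populations of DS5 Ly6c1 had 16, 583 and 14 counts, highest in Ly6C-inter cells. Fcgr1, the gene of CD64, had 3 to 9 counts in the 6 samples sorted as CD64+, below their negative control limits, and 33 and 22 in NS and DS5 MHCII+ cells. Ccr2 had 202 and 190 counts in NS and DS5 MHCII+ cells, 12 and 15 in NS and DS5 monocytes, and 1 to 7 in the other populations. The 12 counts and the 1 to 7 counts were below the negative control limits of their samples. All these marker counts are without scaling, and the total of NS MHCII+ cells was 14.5 times that of NS monocytes. Higher counts of Fcgr1 and Ccr2 in MHCII+ cells thus need not mean a larger share of the total. From the differences in expression between monocytes and MHCII+ cells, and between NS and DS5 within each, the paper proposes that the conjunctiva holds myeloid cell populations with different phenotypes and expression patterns.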

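The number of genes whose interval of the DS5 to NS ratio excluded 0, whatever the size of the ratio, was 36 in MHCII+ cells. In 1000 simulated pairs of samples with the real totals and no difference between NS and DS5, the median number was 14, and the middle 95% lay between 8 and 22. In monocytes 18 genes had such an interval, against a median of 7 and a middle 95% of 2 to 12 in the simulated pairs. The simulation covers counting error and not the variation between pools of mice. It takes background to follow the total of a sample, so a background that does not is not covered either.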

DS recruits myeloid cells from the blood to the conjunctiva and significantly changes their phenotype and gene expression profile.

**Figure 3:**
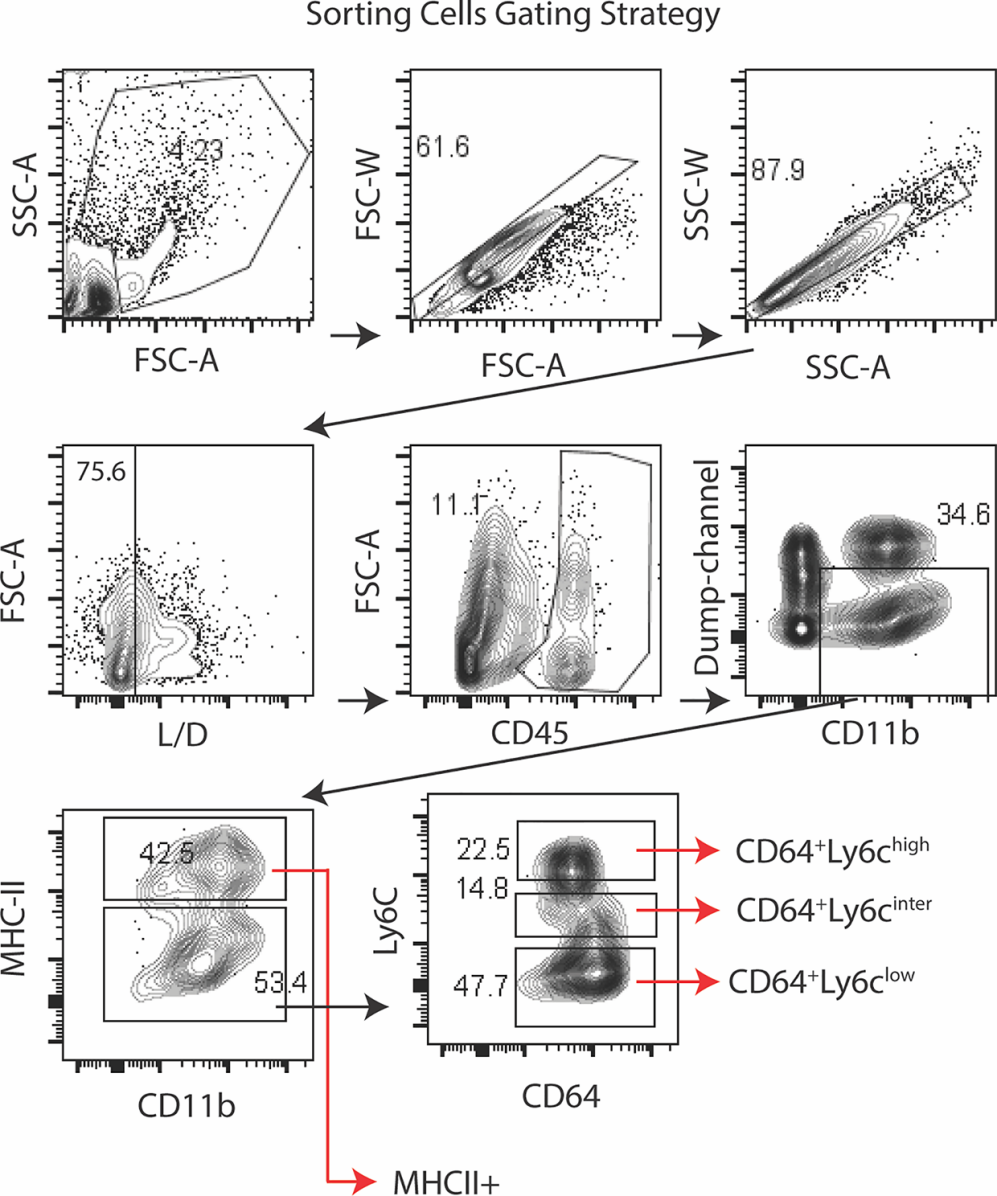
Sorting strategy for Nanostring arrays. Lymphocytes were identified by forward -scatter area (FSC-A) and side scatter area (SSC-A) gates, followed by two singlets gates (FSC-A *vs.* FSC-W and SSC-A *vs.* SSC-W) followed by live/dead identification using the infra-red fluorescent viability dye. Alive CD45^+^ cells were plotted for CD11b^+^ *vs* dump channel (anti-NK1.1/Ly6G/CD3e/CD45R/B220) to remove NK cell, granulocyte, T cell and B cells lineages, respectively. The CD11b^+^ cells were further gated on MHCII. The MHCII^-^ population was sub-gated on Ly6C as MHCII^-^CD64^+^Ly6c^high^ (monocytes), MHCII^-^CD64^+^Ly6c^inter^ and MHCII^-^CD64^+^Ly6c^low^ (macrophages). Cells were sorted from twenty C57BL/6 mice (n = 20) to obtain sufficient RNA to perform the NanoString expression profiles.

**Figure 4:**
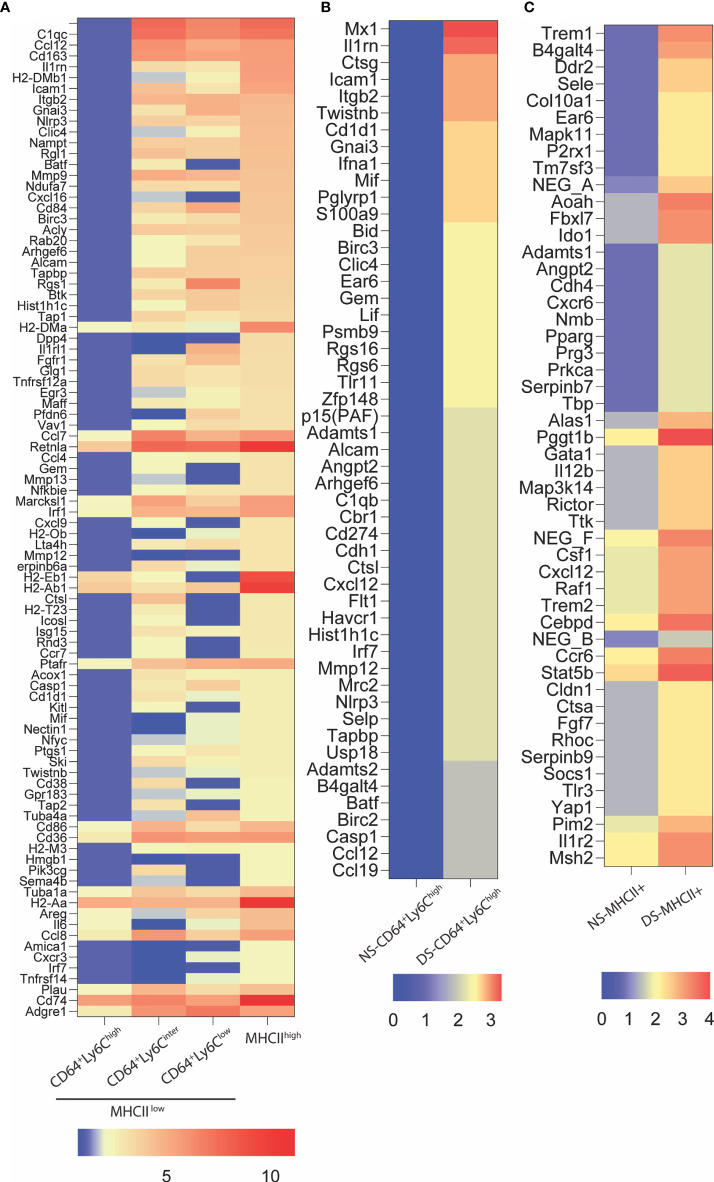
NanoString nCounter gene expression analysis. **(A)** Heatmap representation of top 94 genes upregulated ≥ 2 log^2^ fold in MHCII^+^ group as compared to MHCII^-^CD64^+^Ly6c^high^ (monocytes). These genes are involved in antigen presentation, lymphocytes trafficking, cytokine and chemokine signaling and myeloid cell differentiation; **(B)** Relative gene expression of top fifty upregulated genes in MHCII^-^CD64^+^Ly6c^high^ (monocyte) cells exposed to 5 days of dessicating stress (DS5) as compared to control (NS); **(C)** Relative gene expression of top 50 genes upregulated in MHCII^+^ cells exposed to dessication stress (DS5) as compared to control. The NanoString data was analyzed using the nSolver Analysis Software v4.0.6.2 and the heat maps were generated using GraphPad Prism V9.0.2 (San Diego, CA).

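Figure 4A shows 91 gene labels that can be read. Without scaling, all 91 had a log2 ratio of at least 2 in NS MHCII+ cells over NS monocytes. After scaling to equal totals 13 of them did, and with reference genes 54 did. In monocytes 73 of the 91 genes had a count of 1, and the highest count among them was 22. In MHCII+ cells their counts ranged from 11 to 5212, and 87 were above the negative control limit.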

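The 51 labels read from Figure 4B all belonged to genes with a count of 1 in NS monocytes and 4 to 11 in DS5 monocytes. None was above the negative control limit in DS5. A log2 ratio of at least 1.5 was reached by 44 of them after scaling to equal totals and by all 51 without scaling, and 160 genes of the panel did so without scaling. Of the 50 labels read from Figure 4C, 47 were genes and 3 were negative control probes, which have no target. These probes, NEG_A, NEG_B and NEG_F, had 6, 3 and 10 counts in DS5 and 2, 2 and 4 in NS MHCII+ cells. The 47 genes had 3 to 14 counts in DS5 and 2 to 6 in NS. All were below the limit in DS5, and 18 of them differed by 1 count. After scaling 6 of the 47 passed the threshold, and without scaling 3 did. The interval excluded 0 for none of the 47 genes without scaling and for 2 after scaling.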

## Discussion

This study evaluated myeloid cells populations in the conjunctiva in normal non-stressed environmental conditions and in the desiccating stress dry eye model that has features similar to SS KCS (marked reduction in tear volume and secretion, loss of reflex tearing, loss of goblet cells). In non-stressed homeostatic conditions, we found distinct myeloid populations ranging from classical Ly6C^hi^ monocytes to macrophages. Our findings indicate that recruitment of myeloid cells to the conjunctiva in homeostasis and during DS is CCR2 dependent. This may be in response to CCL2 which was found to increase in response to DS or other CCR2 ligands (CCL7, 8, 12 and 13) (21). DS changed the ratio of myeloid cell populations, causing a decrease in classical monocytes and increase in MHCII^+^CD64^+^ macrophages. In this DS induced monocyte cascade, there was a concurrent increase in MHCII^+^ and CD64^+^ cells as Ly6C^+^ monocytes decreased. These findings suggest that the inflammatory milieu created by DS promotes maturation of monocytes to macrophages, potentially with antigen presenting capability. We did not determine if in addition to recruitment, these changes in myeloid cell populations could be due to proliferation or increased death of these cells *in situ*. We have previously reported that DS promotes apoptosis of the ocular surface epithelia (22). The findings in our mouse model are consistent with the increased percentage of HLA-DR^+^ cells found in the conjunctival epithelium of patients with non-SS and SS KCS (11, 23–25). HLA-DR expression was found to positively correlate with categorical severity of KCS and inversely correlate with conjunctival goblet cell density in SS in one study (11).

Mature APCs have been found to be essential in the induction of autoreactive T cells in the mouse DS model (14). We previously reported that generation of autoreactive T cells is suppressed by clodronate depletion of phagocytes on the ocular surface (13). The findings of our current study suggest these APCs may be induced from resident and recruited monocytes when the ocular surface is under desiccating stress.

Changes in gene expression in the monocyte to macrophage cascade are consistent with monocyte maturation to macrophages with increased levels of MHCII and antigen processing and presentation genes, as well as a variety of innate inflammatory genes (complement factors, NLRP3, caspase 1, matrix metalloproteinases, cytokines and chemokines).

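In NS MHCII+ cells C1qb had 404 counts and C1qc had 306, against 1 count each in NS monocytes, with log2 ratios of 4.80 (2.31 to 10.10) and 4.40 (1.91 to 9.70). C1qa had 249 and 6 counts, a log2 ratio of 1.51 (0.37 to 2.97). The intervals of C3ar1 (130 and 7 counts), C4a (47 and 4) and C5ar1 (63 and 4) included 0. Without scaling C3ar1 was at 4.22 and C5ar1 at 3.98, and C4a changed from -0.31 to 3.55, all with intervals above 0. C3, with 18 and 9 counts, was lower at -2.86 (-4.09 to -1.53), and without scaling it was higher at 1.00. The 9 counts were below the negative control limit of NS monocytes, 15.1, and the 18 were above that of NS MHCII+ cells, 11.2. Nlrp3 had 49 counts and 1 count, with a log2 ratio of 1.75 (-0.79 to 7.08), and 5.61 without scaling. Casp1 had 14 counts and 1 count, with a log2 ratio of -0.06 (-2.77 to 5.35), and 3.81 without scaling. Of 6 matrix metalloproteinase genes measured, Mmp9 (41 counts and 1 count), Mmp12 (17 and 1) and Mmp13 (18 and 1) had log2 ratios of 1.50, 0.23 and 0.31 with intervals that included 0. Without scaling these ratios were 5.36, 4.09 and 4.17, with intervals above 0. Mmp19 had 38 and 9 counts and was lower at -1.78 (-2.86 to -0.55), and higher at 2.08 without scaling. Its 9 counts were also below the limit of NS monocytes, so neither C3 nor Mmp19 was detected there above background. Mmp10 had 2 and 5 counts and was lower under each scaling, and Mmp8 had 1 count in both samples. The median log2 ratio of 5 inflammasome genes (Nlrp3, Casp1, Il1b, Il18 and Pycard) was -0.63, at percentile 60.7 of the matched random lists, and it was 3.23 without scaling. Il1b had 319 and 34 counts, -0.63 after scaling and 3.23 without.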

DS-induced changes in gene expression profiles were seen in tandem to the changes in myeloid cell populations observed by flow cytometry. In the monocyte population, there was increased expression of a number of genes associated with monocyte differentiation and activation. 

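In monocytes Nlrp3 rose from 1 count in NS to 5 in DS5, a log2 ratio of 1.80 with an interval of -1.36 to 7.36. It ranked 25 among the 754 genes, and 21 genes, Nlrp3 included, shared its ratio without scaling. Casp1 rose from 1 count to 4, a log2 ratio of 1.47 (-1.86 to 7.10) that was below the threshold of 1.5. It ranked 49, and 38 genes shared its ratio without scaling. Both counts in DS5 were below the negative control limit of that sample. The 5 inflammasome genes had a median log2 ratio of 0.47 between DS5 and NS monocytes, at percentile 59.4 of the matched lists, and 3 of the 5 were higher in DS5.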

Of note, two genes associated with the NLRP3 inflammasome (Nlrp3 and Casp1) were among those with the greatest increase with DS. There was also increased expression of Cd1d1, the glycoprotein that presents lipids to and activates Type 1 NKT cells (26). 

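Cd1d1 had 7 counts in DS5 monocytes and 1 in NS monocytes. The log2 ratio was 2.28, with an interval of -0.68 to 7.78 that included 0. Under the other scalings the DS5 value stayed above the NS value, at most 2.81 without scaling.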

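Mapk11 had 4 counts in DS5 MHCII+ cells and 2 in NS MHCII+ cells, a log2 ratio of 0.81, and of 1.39 (-1.42 to 4.85) without the second floor. Map3k14 had 5 and 3 counts, a log2 ratio of 1.12 (-1.24 to 3.81). Neither gene passed the threshold of 1.5 under the scalings tried, and neither was above the negative control limit in either sample. Across the 8 genes that the discussion names (Nlrp3, Casp1, Cd1d1, Mapk11, Map3k14, Il12a, Il12b and Il18), the median log2 ratio of DS5 over NS was 0.36 in MHCII+ cells, at percentile 87.0 of the matched lists (0.46 and percentile 99.1 without scaling), and 0.27 in monocytes, at percentile 64.6. The paper chose these genes from the same samples, so the percentiles are not independent evidence.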

Expression of p38 MAPK (Mapk11), MAPK3k14 and M1 macrophage associated genes (Trem1, Ido1, Il12b, Stat5b) increased in DS stimulated MHCII^+^ cells. IFN*γ* has previously been implicated in promoting goblet cell loss in KCS (16, 19, 27) and increased expression in the conjunctiva and concentration in tears has been found in SS (19, 28–32) Induction of IFN*γ* in NK and T cells requires IL-12 and IL-18. These findings suggest that increased expression of these IFN*γ* inducing cytokines in DS activated myeloid cells could contribute to IFN*γ* mediated goblet cell loss.

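Il18 had 3 counts in DS5 and 6 in NS MHCII+ cells, with a log2 ratio of -0.61 (-3.24 to 1.61). In monocytes it had 2 and 3 counts, with a log2 ratio of -1.11 (-4.69 to 2.01). Il12a had 2 counts and 1 count in MHCII+ cells, with a log2 ratio of 0.00 after scaling and 1.00 without scaling, and 3 counts and 1 count in monocytes, with a log2 ratio of 1.06 (-2.58 to 6.77). Il12b had 2 counts in both monocyte samples. A difference in these transcripts between DS5 and NS was not detectable at this depth.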

The conjunctiva presents a unique challenge to characterize immune cells because only a small number of myeloid cells can be sorted from the mouse conjunctiva and a large sample size was required to obtain sufficient RNA to perform the expression panel. Therefore, our results represent RNA extracted from cell populations pooled from both eyes of 20 mice per group. A robust threshold of ≥ 2 log^2^ fold difference was used for comparing differentially expressed genes between monocytes and MHCII^+^ cells in NS and ≥ 1.5 log^2^ fold difference was used for the NS to DS comparisons. The gene expression findings in this study will need to be confirmed using replicates or by single cell sequencing in the future.

Our findings suggest that monocyte recruitment is a consequence of reduced lacrimal function and ocular surface desiccation, as occurs in SS. They also indicate that monocytes subjected to DS become activated and produce dry eye associated inflammatory mediators and MHCII antigens that may promote development or amplify severity of KCS. This concept is consistent with the finding that MHCII is a sensitive biomarker that correlates with severity of human KCS (25). Additionally, we found that five of the differentially expressed genes in DS stimulated monocytes (Mx1, Irf7, Baft, S100a9 and Icam1) are all found to have significantly increased expression in the conjunctiva of SS patients (manuscript submitted to this special issue). 

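Among the MHCII genes, H2-Aa had 22 counts in DS5 monocytes and 15 in NS monocytes (log2 ratio 0.03, -0.99 to 1.08), H2-Ab1 had 9 and 7 counts (-0.16, -1.76 to 1.50, and 0.36 without scaling) and H2-Eb1 had 8 and 5 counts (0.15, -1.64 to 2.11). Cd74 had 48 and 22 counts, with a log2 ratio of 0.60 (-0.16 to 1.40) and, without scaling, of 1.13 (0.37 to 1.92).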

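Mx1, Irf7, Batf, S100a9 and Icam1 each had 1 count in NS monocytes. In DS5 monocytes Mx1 had 11 counts, the highest log2 ratio of the panel in this comparison, at 2.93 (0.15 to 8.36). Icam1 had 8 counts (2.47, -0.43 to 7.95), S100a9 had 7 (2.28, -0.68 to 7.78), Irf7 had 5 (1.80, -1.36 to 7.36) and Batf had 4 (1.47, -1.86 to 7.10). With equal totals the interval excluded 0 for Mx1 only, and without scaling it also did so for Icam1 (0.10 to 8.47). No count was above the negative control limit. The median log2 ratio of the 5 genes was 2.28, above the middle 95% of the matched random lists, -1.53 to 1.47. The paper drew the 5 genes from those that differed in these samples, so this is not independent evidence.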

Further research is needed to determine if monocytes or macrophages in the conjunctiva express these KCS biomarkers. Minimizing desiccation of the ocular surface in dry eye could potentially reduce myeloid cell recruitment and the downstream events. Approved dry eye therapies target certain inflammatory mediators produced by DS activated myeloid cells. 

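Icam1 had 80 counts in DS5 MHCII+ cells and 91 in NS MHCII+ cells, above the negative control limit in both. The log2 ratio was 0.20 after scaling to equal totals, with an interval of -0.25 to 0.65, and -0.19 without scaling. The direction changed with the scaling, and the ratio was close to no change under each one.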

Lifitigrast is an antagonist of the integrin LFA, a ligand of the adhesion molecule ICAM-1, that showed increased expression in the DS treated MHCII^+^ cells (33). A proposed mechanism of action of lifitigrast is suppression of myeloid cell recruitment and migration into the conjunctiva. Corticosteroids inhibit both NFkB signaling and activation of the NLRP3 inflammasome (34), pathways involved in dry eye associated inflammation and that increase in DS activated monocytes (30, 35). Taken together, this data suggests that myeloid cells may be important in the pathogenesis of KCS as well as relevant therapeutic targets.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO; GSE176390.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at Baylor College of Medicine.

## Author Contributions

JA, SP, and CP were involved in conception and design of the study. JA and SP were involved in data acquisition. JA, SP, and CP were involved in data analysis and interpretation. JA and SP drafted the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by NIH Grant EY11915 (SP), NIH Core Grant EY002520, the Cytometry and Cell Sorting Core at Baylor College of Medicine with funding from the CPRIT Core Facility Support Award (CPRIT-RP180672), the NIH grant (CA125123) and the assistance of Joel M. Sederstrom, and the BCM Genomic & RNA Profiling Core (GARP) [P30 Digestive Disease Center Support Grant (NIDDK-DK56338) and P30 Cancer Center Support Grant (NCI-CA125123), NIH S10 grant (1S10OD02346901)]. Additional support includes an unrestricted grant from Research to Prevent Blindness, New York, NY (SP), The Hamill Foundation, Houston, TX (SP), The Knights Templar Eye Foundation, Flower Mound, TX and the Sid W. Richardson Foundation, Ft Worth, TX (SP).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

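CD11b+ cells were sorted from the conjunctiva of NS mice and of mice after 5 days of DS into MHCII+ cells, monocytes, Ly6C-inter cells and Ly6C-low cells. Each of the 8 samples pooled cells from both conjunctivae of 20 mice, and each condition had 1 sample. The flow cytometry and bone marrow transfer experiments of the paper were not analysed here.

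The authors extracted total RNA, hybridized it to the NanoString nCounter Mouse Myeloid Innate Immunity V2 panel and counted barcodes with a digital analyzer. The deposited values are raw counts per probe in each sample, as whole numbers of at least 1 without normalization. They comprise 754 genes, 8 negative control probes and 6 positive control probes. No value of 0 was found in the table. A value of 1 can therefore be a count of 1 or a smaller value, and all ratios to a value of 1 carry that limit. The paper names nSolver software for quality control and analysis and does not state its normalization settings in the text.

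Before the data were examined, the comparisons, the paper's thresholds, the floor of 1 before log2, the gene lists, the rule for named genes and a first set of alternatives were fixed. The rule for scaling was to follow the nSolver default of positive controls and reference genes if at least 3 reference genes were above the negative control limit in every sample, and otherwise to scale to equal totals over the genes. Only Ppia and Rpl19, 2 of 20 reference genes measured from a list of 21, qualified, so the counts were scaled to equal totals, the mean total of the 8 samples, about 13330 counts. That target and the setting of values under 1 to 1 after scaling, rather than before it, had not been spelled out, and they were set when the numbers of genes past the threshold had been seen. Counts scaled without that second floor are among the alternatives.

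For each pair of samples the log2 ratio of the scaled values was computed for every gene, and genes with a log2 ratio of at least 2 (MHCII+ cells over monocytes) or 1.5 (DS5 over NS) in either direction were counted. The 95% interval of each ratio is the exact binomial interval (Clopper-Pearson) of the first count among the sum of both, shifted by the scaling factors. It covers counting error only, and the barcodes of a pooled sample say nothing on the variation between mice or pools. The negative control limit is the mean + 2 SD of the 8 negative control probes of a sample. No p-values across genes were computed.

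The genes named are those the paper names for the panel, the negative control probes, the markers of the sort, the 5 genes with the highest count in each sample, and in each comparison the 5 genes in each direction with the most extreme interval limit nearer to 0. Which named genes are reported in which comparison was settled after counts had been seen, following the comparison in which the paper discusses them. For 13 gene lists, medians of log2 ratios were computed in 5 comparisons, 65 in all, and 8 are reported, also chosen after the counts had been seen. The median of a list was placed among 10000 random lists of the same size matched on mean value in 10 bins, as a description of these samples. Of the 13 lists, 9 had at least 80% of their genes measured. Medians of the other lists were computed and are not reported. Gene names are those of the deposited table. Of its 754 gene names, 744 matched a symbol and 9 a synonym in RefSeq's mouse annotation of GRCm38.p6. The table names no genome build, so no coordinates are given.

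To show how many genes pass a threshold by counting error alone, both samples of a pair were drawn 1000 times from Poisson distributions with common levels and the real totals. Background was not drawn apart from these levels. The code was tested on simulated data with 200 changed genes. In the 5 simulated comparisons of 754 genes each, 98.0% to 99.5% of the intervals covered the true ratio, 43.5% to 60.5% of the changed genes were recovered and 0.4% to 1.8% of the unchanged genes were called. In the simulated comparison of MHCII+ cells with monocytes, the intervals covered the true ratio for 90.9% of the 44 genes with an expected count of at least 10.

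The alternatives were scaling to the geometric mean of the 20 reference genes, no scaling, log2(value + 1) in place of the floor, a floor of 3, raising all values to the negative control limit before scaling, only genes above that limit, only genes with a count of at least 10, control probes counted among the features, and another threshold (1 in place of 2, and 2 in place of 1.5). After the data had been seen, scaling to the positive controls, scaling to Ppia and Rpl19, scaling with no second floor and a ratio of log2(count + 1) values were added. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.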

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

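The draws from common levels were set before their results were seen, and the tests of each direction in the draws, of depth, of epithelial or stromal cells and of granulocytes were chosen after the result was seen. The comparisons of DS5 with NS in Ly6C-inter and Ly6C-low cells are not reported in the paper. Each rests on 1 sample per condition.

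In Ly6C-inter cells 55 genes were higher and 105 lower in DS5 than in NS at the log2 threshold of 1.5, and without scaling 267 were higher and 13 lower. Together 160 genes passed the threshold, above the middle 95% of 68 to 101 genes in draws with counting error alone, and so was each direction, with at most 50 higher and 60 lower in the middle 95%. The sum of counts was 2.39 times that of the NS sample, and the median log2 ratio of all genes was -0.26 with equal totals, 1.00 without scaling, 0.01 with reference genes, 0.69 with positive controls and 0.63 with Ppia and Rpl19. With reference genes 76 were higher and 72 lower, with positive controls 195 and 22, and with Ppia and Rpl19 184 and 25. The direction of most genes thus rests on the scaling. Of the 55 higher genes 22 were above the negative control limit of 23.0 counts, and the intervals of 26 of the 55 excluded 0.

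A set of genes was far higher in the DS5 Ly6C-inter sample than in any other. Emp1 had 1436 counts there, 10.1% of the sample's total, against 51 in NS Ly6C-inter cells and at most 97 elsewhere, a log2 ratio of 3.56 (3.16 to 3.99) over NS. Ly6c1, a gene of the sort marker Ly6C, had 583 counts, against 8 in NS Ly6C-inter cells and at most 16 elsewhere, including both samples of Ly6C-high monocytes (log2 ratio 4.93, 3.94 to 6.15). Ifit1bl1 (277 and 5 counts), Cd274 (154 and 3) and Pdzk1ip1 (95 and 1) were also higher, and 13 genes above the limit had at least 4 times their count in every other sample. The tables argue against a deeper library as the whole cause, since 12 genes had intervals wholly above the threshold after scaling to equal totals, against 0 in the draws. This was not the first form of the depth test tried, and the earlier forms were less clear. Granulocytes and epithelial or stromal cells cannot be told apart from the other explanations. Of 8 granulocyte genes 1 was above the limit, S100a9 with 55 counts, its highest count of all samples, while S100a8 had 7 and Ly6g 1. Pglyrp1 (196 counts, at most 7 elsewhere) and Il1r2 (51, at most 8), chosen after their values were seen, are also expressed by neutrophils, and Itgam had 161 counts against 21 in NS Ly6C-inter cells. None of the 5 measured genes of a list of 8 epithelial and stromal genes was above the limit (0 of 5), but 3 of the list were not measured. Cdh1 was highest at 16 counts, against at most 5 elsewhere, while Col3a1 (9 counts) and Fn1 (3) were higher in other samples. F11r (92 counts), Ceacam1 (115) and Tspan8 (64) were also among the 13 genes and were not assigned to a cell type. With no replicate, a mislabelled or mixed sample was not tested. An effect of DS on these cells, or on which cells entered the gate, may also be the cause and was not tested.

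In Ly6C-low cells 186 genes were higher and 21 lower in DS5 than in NS. Together 207 genes passed, above the middle 95% of 100 to 140 in draws with counting error alone. The higher genes were above their own range of 71 to 105, and the lower genes were not above theirs, 22 to 42. The draws take background to follow the totals, while the negative control probes had means of 6.38 in NS and 5.88 in DS5. Equal totals shift each log2 ratio of this comparison by 0.52, which is also the median of all genes. The draws thus cannot tell a scaled background from a change in expression here. Of the 186 higher genes 2 were above the negative control limit, and the intervals of 21 excluded 0. The split depended on the scaling, with 98 higher and 69 lower without scaling, 53 and 78 with reference genes, 53 and 95 with positive controls and 110 and 33 with Ppia and Rpl19. The median of all genes was 0.52 with equal totals, 0.00 without scaling, -0.11 with reference genes and -0.16 with positive controls. Il3 had 9 counts in DS5 and 1 in NS, and Cd84 had 1 and 18 counts. The DS5 total was 0.699 times that of NS, and the reversal of the split with reference genes leaves the direction open. A biological effect of DS stays open and was not tested.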

How the results depend on the processing

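The tests that scale to positive controls or to Ppia and Rpl19, that use no second floor, or that take a ratio of log2(count + 1) values were chosen after seeing the data. Within a comparison no paired analysis was possible, because its 2 samples make a single pair. Each condition had 1 sample, so no replicate could be left out. A fit over all 8 samples with population as a block, which asks for an effect of DS common to the 4 populations, was not run. In this part the paired numbers are genes higher and genes lower, for NS MHCII+ cells over NS monocytes, then DS5 over NS in monocytes, MHCII+ cells, Ly6C-inter cells and Ly6C-low cells, and the main values are 14 and 393, 48 and 108, 9 and 11, 55 and 105, and 186 and 21.

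Without scaling they were 354 and 16, 160 and 51, 39 and 81, 267 and 13, and 98 and 69. Scaled to positive controls they were 369 and 10, 98 and 53, 39 and 80, 195 and 22, and 53 and 95. Scaled to reference genes they were 84 and 142, 94 and 63, 20 and 13, 76 and 72, and 53 and 78. Scaled to Ppia and Rpl19 they were 14 and 391, 45 and 111, 6 and 12, 184 and 25, and 110 and 33. With no second floor the comparison of MHCII+ cells gave 45 and 38, and the other counts did not change. The cause is partly given by construction, since each scaling shifts all log2 ratios of a comparison by the same value, apart from values set to 1.

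Raised to the negative control limit before scaling, the numbers were 5 and 646, 1 and 0, 1 and 0, 14 and 13, and 1 and 1. The limits times the scaling factors then set the ratio of most genes, which gives the 646 by construction. Where a value of a gene is below its limit, the sign of its log2 ratio under this setting can be set by the limits alone, and a reversal then says nothing about the gene. With only genes above the limit they were 14 and 2, 4 and 0, 1 and 7, 22 and 30, and 2 and 7. With a count of at least 10 they were 14 and 9, 6 and 4, 2 and 10, 41 and 38, and 4 and 11. Fewer genes are tested in these last settings, which gives fewer calls by construction. With the other threshold they were 52 and 514, 24 and 51, 0 and 4, 35 and 52, and 98 and 11. With a floor of 3 they were 14 and 165, 48 and 108, 1 and 0, 41 and 80, and 126 and 21. With log2(value + 1) they were 13 and 315, 48 and 64, 3 and 3, 42 and 70, and 110 and 21. As a ratio of log2(count + 1) values they were 328 and 39, 226 and 97, 76 and 125, 318 and 33, and 169 and 128. Counting the control probes moved no number by over 1.5 times.

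For the antigen presentation list in NS MHCII+ cells over monocytes the median of 0.83 moved to 2.38 with reference genes, 4.70 without scaling and 4.88 with positive controls, and reversed to -2.90 with values raised to the limit. For the inflammasome list in the same comparison the median of -0.63 reversed to 0.92, 3.23 and 3.43 under the same 3 scalings and moved to -3.97 with values raised to the limit. For the 5 genes shared with SS patients in DS5 monocytes the median of 2.28 moved to 2.81 without scaling and 2.69 with positive controls, and reversed to -0.63 with values raised to the limit. For the M1 genes in MHCII+ cells the median of 1.59 moved to 0.23 with a floor of 3. For Arg1, Mertk and Ccl24 the median of -2.33 moved to -3.91 without scaling, -3.90 with positive controls, -3.52 with no second floor, -1.22 with a floor of 3 and -0.20 with values raised to the limit, and it stayed below 0 in all of them. For the genes named in the discussion, in MHCII+ cells, the median of 0.36 moved to 0.85 with no second floor and 0.84 with values raised to the limit. The inflammasome and discussion lists in monocytes moved within their counting error.

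Of the genes of Figure 4A, 13 passed the threshold with the main setting, 54 with reference genes, 91 without scaling or with positive controls and 5 with values raised to the limit. Of those of Figure 4B, 44 passed, and 0 with values raised to the limit. Of those of Figure 4C, 6 passed, 3 without scaling or with positive controls, and 0 with log2(value + 1), a floor of 3 or values raised to the limit.

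Among 94 log2 ratios of named genes, 67 differed by less than their counting error without scaling, 83 with reference genes, 61 with positive controls, 90 with Ppia and Rpl19, 81 with values raised to the limit, and all 94 with a floor of 3, log2(value + 1) or no second floor. In NS MHCII+ cells over monocytes, C3 reversed from -2.86 to 1.00 without scaling and 1.20 with positive controls, and Mmp19 from -1.78 to 2.08 and 2.27. Il1b reversed from -0.63 to 0.92 with reference genes, 3.23 without scaling and 3.43 with positive controls. With values raised to the limit, H2-DMa reversed to -0.24 and H2-DMb1 to -1.08, in DS5 monocytes Mx1 reversed to -0.63 and Tnfaip6 to -0.05, and in DS5 MHCII+ cells Mertk reversed to 0.42 and Mmp13 to 0.16. Apart from the shifts by construction, the cause was not tested.

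Depth limits these results. In NS monocytes 24 of 754 genes were above the negative control limit and 285 had a count of 1, so a ratio to most genes of that sample rests on counts that the negative control probes also reach.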

Differences from the paper's values

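The tests with positive controls, with Ppia and Rpl19, with no second floor, with a ratio of log2(count + 1) values and with a range of offsets were chosen after the result was seen.

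The paper reports 95 genes higher in NS MHCII+ cells than in NS monocytes (94 in the legend of Figure 4A), and 14 were found here. Of the alternatives set before the data were examined, scaling to reference genes gave 84, within 1.5 times of the paper's value. No scaling (354), log2(value + 1) (13), a floor of 3 (14), values raised to the negative control limit (5), only genes above that limit (14), only genes with a count of at least 10 (14), the other threshold (52) and control probes counted (14) did not. Nor did positive controls (369), Ppia and Rpl19 (14) or no second floor (14), chosen after seeing the values.

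The paper reports 46 genes lower, and 393 were found here. None of the alternatives set before the data were examined came within 1.5 times of 46: they gave 142 with reference genes, 16 without scaling, 315 with log2(value + 1), 165 with a floor of 3, 646 with values raised to the limit, 2 and 9 with the 2 filters on low values, 514 with the other threshold and 406 with control probes counted. A ratio of log2(count + 1) values gave 39 lower, and 328 higher. It was chosen after seeing the values, as were positive controls (10), Ppia and Rpl19 (391) and no second floor (393), and it drops 0 of the 91 genes read from Figure 4A.

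A search over 493 pairs of offsets in a ratio of log2 counts was also made after seeing the values, and tuned on the order of genes in Figure 4A. Of the pairs, 107 gave a number of higher genes within 1.5 times of the paper's and 15 were within 1.5 times of both numbers. The pair that followed the order of Figure 4A best (rank correlation 0.9988) gave 94 higher and 322 lower. This describes the figure and is no test of the method used in the paper.

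Of the genes that can be read in Figure 4A, 13 of 91 passed the threshold here. All 91 passed without scaling, or with positive controls, a setting chosen after seeing the values, and 54 passed with reference genes. In Figure 4B 44 of 51 passed, and 51 without scaling, with reference genes or with positive controls. In Figure 4C 6 of 47 genes passed, 8 with reference genes or, chosen after seeing the values, with no second floor or as a ratio of log2(count + 1) values, and 3 without scaling.

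The paper lists Cd86 and Casp1 among genes increased in MHCII+ cells over monocytes. Cd86 was at 0.94 and below the threshold here, and passed it with reference genes (2.49), without scaling (4.81) and, chosen after seeing the values, with positive controls (5.00). Casp1 was at -0.06 here, 1.49 with reference genes, 3.81 without scaling and 3.98 with positive controls. Nlrp3 was at 1.75, below the threshold of 2, and passed it with reference genes (3.30) and without scaling (5.61). The paper also describes complement factors and matrix metalloproteinases as increased, without naming genes. Of 13 such genes measured, 8 were above 0, of which C1qb (4.80) and C1qc (4.40) passed the threshold, and 5 were below it. C3 was at -2.86, C4a at -0.31, Mmp19 at -1.78, Mmp10 at -4.61 and Mmp8 at -2.29 with 1 count in both samples. The monocyte counts of these 5 genes were all below the negative control limit of that sample. Without scaling 11 of the 13 were above 0, Mmp8 was at 0.00 and Mmp10 was below it.

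The paper counts Batf among the differentially expressed genes of DS5 monocytes and Casp1 among those with the greatest increase. Both were at 1.47 here, below the threshold of 1.5, and passed it with reference genes (1.73), without scaling (2.00) and with positive controls (1.88). The paper describes Ccl24 as decreased in DS5 MHCII+ cells. It was at -1.22 here, and passed the threshold without scaling (-1.61) and with positive controls (-1.60). Stat5b (1.39), Il12b and Map3k14 (both 1.12) and Mapk11 (0.81), which the paper describes as increased, were below the threshold of 1.5 under each scaling.

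The paper describes increased expression of IL-12 and IL-18 in myeloid cells after DS. Of the 6 ratios, Il12a, Il12b and Il18 in each population, 2 were above 0 (Il12a in monocytes, 1.06, and Il12b in MHCII+ cells, 1.12), 1 was 0.00 (Il12a in MHCII+ cells) and 3 were below it (Il12b in monocytes, -0.53, and Il18 at -0.61 in MHCII+ cells and -1.11 in monocytes). Without scaling 3 were above 0, with Il12a in MHCII+ cells at 1.00, 1 was 0.00 (Il12b in monocytes) and 2 were below it. With no second floor, chosen after seeing the values, Il12a in MHCII+ cells was at 1.39. Il18 in MHCII+ cells was above 0 only with values raised to the negative control limit (0.84), where the limits set the sign because both counts are below them, and Il18 in monocytes was below 0 under each setting.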

Other observations

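The tests of library totals, of the MHCII genes and of Arg1 and Mertk were chosen after the result was seen, and the draws of counts were set before their results were seen, except that setting each direction against the draws, and the tests by intervals, were chosen after.

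The genes past the threshold between DS5 and NS were 20 in MHCII+ cells and 156 in monocytes. In 1000 draws in which both samples had common levels, the middle 95% was 6 to 19 genes in MHCII+ cells and 110 to 152 in monocytes. By the rule set beforehand, which used the totals, both numbers were above the draws, by a small margin. The draws take background to follow the total of a sample. The negative control probes did not, with means of 6.5 in NS and 5.25 in DS5 monocytes and of 4.25 and 5.88 in MHCII+ cells. Counting error together with such a background is therefore not excluded. Each direction alone was inside its own range. In MHCII+ cells 9 genes were higher (2 to 12 in the draws) and 11 lower (2 to 11), and in monocytes 48 were higher (26 to 50) and 108 lower (75 to 111). The draws also gave fewer higher than lower genes in monocytes, with medians of 39 and 93. The genes whose interval excluded 0, whatever the size of the ratio, were further beyond the draws, with 36 in MHCII+ cells (8 to 22) and 18 in monocytes (2 to 12). The draws were made under scaling to equal totals only, and most genes past the threshold can be reached by counting error, since the median of the draws was 12 and 131. Differences between pools of mice, the sort and the effect of DS stay open, and none of them was tested.

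Of 354 genes higher in NS MHCII+ cells than in NS monocytes without scaling, 96.0% fell below the threshold with equal totals. Equal totals lower each log2 ratio of this comparison by 3.86, apart from values set to 1, which largely fixes the outcome, so this does not decide whether a difference in the amount of RNA or in its content gave the total of 14.5 times, and these cannot be told apart here. Cd74, H2-Aa, H2-Ab1 and H2-Eb1 are an exception, with a lowest log2 ratio of 3.86 over all scalings, above the threshold, so the difference in totals is not their whole cause. The cells were sorted by MHCII, so higher MHCII genes in MHCII+ cells are what the sort selects for and serve as a check of it. In MHCII+ cells the 5 highest genes held 37.9% of the counts, and in monocytes 6.3%.

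In DS5 MHCII+ cells Arg1 and Mertk were lower than in NS. With the interval held at 95% over all 754 genes together, the highest upper limit over all scalings was -0.05 for Arg1, which argues against counting error alone, and 0.78 for Mertk, for which counting error stays a possible explanation. An interval for a single gene excluded 0 for both, and the stricter test was chosen later. Arg1 was also lower in DS5 monocytes, with 1 count against 11 in NS, a log2 ratio of -3.99 (-9.41 to -1.20). Both counts were below the negative control limits of their samples, and the highest negative control probe of NS monocytes also had 11 counts. This difference in monocytes thus cannot be told from background. Whether the effect of DS differed between the populations was not tested.

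In Figure 4C 3 of the 50 labels are negative control probes, and none of its 47 genes was above the negative control limit in DS5. In Figure 4B none of the 51 genes was above the limit, and each had a count of 1 in NS monocytes. No explanation was tested.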
